# The KDM1A histone demethylase is a promising new target for the epigenetic therapy of medulloblastoma

**DOI:** 10.1186/2051-5960-1-19

**Published:** 2013-05-29

**Authors:** Kristian W Pajtler, Christina Weingarten, Theresa Thor, Annette Künkele, Lukas C Heukamp, Reinhard Büttner, Takayoshi Suzuki, Naoki Miyata, Michael Grotzer, Anja Rieb, Annika Sprüssel, Angelika Eggert, Alexander Schramm, Johannes H Schulte

**Keywords:** LSD1, Histone modification, Bone morphogenetic protein 2, SMAD5, NCL-1, Migration

## Abstract

**Background:**

Medulloblastoma is a leading cause of childhood cancer-related deaths. Current aggressive treatments frequently lead to cognitive and neurological disabilities in survivors. Novel targeted therapies are required to improve outcome in high-risk medulloblastoma patients and quality of life of survivors. Targeting enzymes controlling epigenetic alterations is a promising approach recently bolstered by the identification of mutations in histone demethylating enzymes in medulloblastoma sequencing efforts. Hypomethylation of lysine 4 in histone 3 (H3K4) is also associated with a dismal prognosis for medulloblastoma patients. Functional characterization of important epigenetic key regulators is urgently needed.

**Results:**

We examined the role of the H3K4 modifying enzyme, KDM1A, in medulloblastoma, an enzyme also associated with malignant progression in the closely related tumor, neuroblastoma. Re-analysis of gene expression data and immunohistochemistry of tissue microarrays of human medulloblastomas showed strong KDM1A overexpression in the majority of tumors throughout all molecular subgroups. Interestingly, KDM1A knockdown in medulloblastoma cell lines not only induced apoptosis and suppressed proliferation, but also impaired migratory capacity. Further analyses revealed bone morphogenetic protein 2 (BMP2) as a major KDM1A target gene. BMP2 is known to be involved in development and differentiation of granule neuron precursor cells (GNCPs), one potential cell of origin for medulloblastoma. Treating medulloblastoma cells with the specific KDM1A inhibitor, NCL-1, significantly inhibited growth *in vitro*.

**Conclusion:**

We provide the first evidence that a histone demethylase is functionally involved in the regulation of the malignant phenotype of medulloblastoma cells, and lay a foundation for future evaluation of KDM1A-inihibiting therapies in combating medulloblastoma.

## Background

Medulloblastoma is the most common malignant brain tumor of childhood [1]. Multimodal treatment regimens have significantly improved survival rates of affected children. However, more than one-third of patients cannot be cured with conventional therapies, and the aggressive treatments frequently lead to cognitive and neurological disabilities in survivors. Novel therapies are required to improve both outcome in high-risk medulloblastoma patients and quality of life of survivors. New therapeutic options are likely to result from a growing understanding of the disease process, and will involve small molecules targeting specific pathways that are deregulated during oncogenesis [2]. Four tumor subgroups, termed WNT, SHH, group 3 (G3) and group 4 (G4), with distinct clinical, biological and genetic profiles are now recognized [3]. WNT tumors, showing activated wingless pathway signaling, carry a favorable prognosis for patients treated with current treatment regimens. SHH tumors show hedgehog pathway activation, and have an intermediate prognosis. G3 and G4 tumors are molecularly less well characterized, and present the greatest clinical challenges. Early phase results of small molecule-based targeting of the sonic hedgehog pathway in medulloblastoma patients have shown limited toxicity and significant, although transient, clinical responses in a refractory disease status of patients with activation of hedgehog signaling in their tumors [4-6]. Clinical phase II trials to further test efficacy are underway in young adults with recurrent or refractory medulloblastoma that have been stratified for hedgehog pathway activation in the tumors. G3 and G4 tumors do not have many WNT and SHH pathway aberrations, so another avenue of targeting may still be necessary to effectively treat these tumors.

Particularly for G3 and G4 medulloblastomas, attention is increasingly drawn towards considering deregulating enzymes involved in epigenetic gene regulation based on mounting molecular evidence. Histone acetylases and histone methylases have been shown to specifically regulate central genes in these medulloblastomas [7-9]. Recent sequencing efforts describing the mutational landscape of medulloblastoma have identified mutations in histone demethylating enzymes predominantly in G3 and G4 tumors [10]. A recent immunohistochemical analysis also demonstrated alterations of the histone code in 24% (53/220) of medulloblastomas across all subgroups [11]. The clinical and biological significance of these mutations and histone code changes remain as yet primarily uncharacterized. Since histone-modifying enzymes are promising drug targets modulating broad expression patterns of cancer-associated genes, the functional characterization of these important key players and their role in specific cancers is urgently needed.

In the past, histone methylation was considered to be static and irreversible. However, a new class of histone demethylating enzymes was identified several years ago, with the lysine (K)-specific histone demethylase 1A (KDM1A, originally referred to as LSD-1) as its prototype [12]. KDM1A specifically interacts with the androgen receptor or with large chromatin-modifying corepressor complexes such as the Co-REST complex, suggesting that high-level KDM1A expression might already affect genes during the embryonal development of potential cancer progenitor cells [13-15]. Specifically, demethylation of lysine residues 4 or 9 of histone 3 by KDM1A can initiate or repress, respectively, transcription driven by transcription factors or corepressor complexes [12,13]. In the recent paper by Dubuc *et al.*, particularly G3 and G4 medulloblastomas with dismal outcomes were characterized by demethylation of H3K4 and H3K27, leading the authors to suggest histone modifying therapies as a promising approach for a subset of medulloblastoma patients [11]. PRC2-mediated aberrant methylation of H3K27 has previously been targeted for therapy in medulloblastoma and lymphoma [16,17]. We have recently demonstrated involvement of KDM1A and H3K4 demethylation in the malignant progression of neuroblastoma, a challenging embryonal pediatric cancer sharing many morphological and molecular features with medulloblastoma [18]. High-level KDM1A expression in neuroblastomas is associated with an aggressive clinical course, and pharmacological inhibition of KDM1A significantly reduced growth of human neuroblastoma cell lines grown as xenografts in nude mice. Early relapsed prostate carcinomas, sarcomas, and specific types of breast cancer also exhibit high-level KDM1A expression [13,19-21]. These data identify KDM1A as a promising therapeutic target for a variety of tumors and warrant its evaluation in medulloblastoma.

Based on the very recent observations that (1) several mutations occur in histone demethylation pathways in medulloblastomas, (2) aberrant H3K4 methylation is associated with dismal prognosis in a subset of medulloblastoma patients and (3) KDM1A is a promising H3K4 modifying epigenetic target in several cancers, including other embryonal tumors, which controls broad expression programs during cellular development and malignant progression, we hypothesized that KDM1A might also be an important functional player in medulloblastoma. Similar to inhibition of aberrant methylation of H3K27, inhibition of KDM1A-mediated demethylation of H3K4 might then be a promising innovative targeted therapy approach. In this study, we analyzed KDM1A expression in primary human medulloblastomas and murine medulloblastic tumors. We further used cell models for medulloblastoma to assess the role of KDM1A in processes associated with malignancy, including the regulation of cell proliferation, death and motility. Finally, we tested the efficacy of a novel small molecule inhibitor of KDM1A in cell models for medulloblastoma.

## Results

### KDM1A is overexpressed in human medulloblastomas, cell lines derived from them and murine medulloblastic tumors

As a first step to analyze the role of KDM1A in medulloblastoma, we assessed *KDM1A* expression in 62 primary human medulloblastomas. Re-analysis of publicly available microarray data revealed a highly significant upregulation of *KDM1A* mRNA in primary medulloblastomas compared to normal human cerebellum (Figure 1a) [22,23]. Interestingly, re-analysis of *KDM1A* expression in distinct medulloblastoma subtypes did not reveal significant differences between *KDM1A* expression levels in the subgroups (Additional file 1: Figure S2). To examine KDM1A protein expression in medulloblastomas, a tissue microarray was prepared incorporating 70 primary human medulloblastomas prior to treatment and 9 samples of unaltered normal cerebellar tissue as controls. KDM1A protein levels were semiquantitatively assessed after immunohistochemical staining of the TMA. KDM1A expression was restricted to the nuclei of tumor cells, with 90% of tumor cells staining positively for KDM1A (10 samples (14.3%) exhibited weak staining, 22 samples (31.4%) exhibited moderate staining and 31 samples (44.3%) exhibited strong staining; Figure 1b-c). KDM1A was not expressed in the normal cerebellar tissue or in nonmalignant cells in the tumor samples, such as stromal tissue. We next investigated KDM1A expression in a panel of cell lines derived from medulloblastomas using real-time RT-PCR. All cell lines strongly expressed KDM1A, and the expression level was equivalent to the human neuroblastoma cell line, SK-N-BE, which was previously shown to express very high levels of KDM1A (Figure 1d) [18].

**Figure 1:**
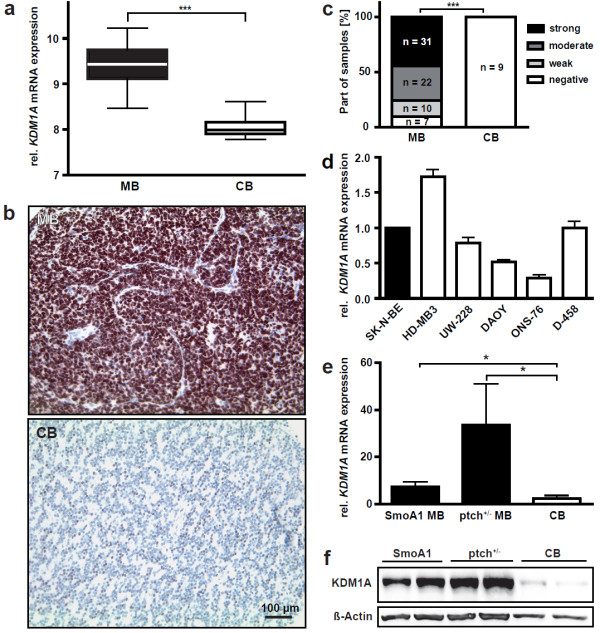
**KDM1A is strongly overexpressed in human medulloblastomas, cell lines derived from them and murine medulloblastic tumors. a** Data from a representative cohort of 62 medulloblastomas (MB) and normal cerebellar tissue (CB) used in a published microarray analysis [22,23] were re-analyzed for *KDM1A* expression. ***p < 0.0001 **b** KDM1A protein expresion was evaluated immunohistochemically in a tissue microarray of 70 medulloblastomas (MB) and 9 tissue samples of normal cerebellum (CB). Micrograph showing KDM1A-positive staining in a representative MB sample, and KDM1A-negative staining in CB, scale bar = 100 μm. **c** Bars reflect the proportion of cells with strong (black), moderate (dark grey), weak (light grey) or no (white) nuclear KDM1A staining. A two-tailed student’s t-test revealed a significant upregulation of KDM1A protein in the medulloblastomas represented in the tissue microarrays. ***p < 0.0001 **d** Bars represent *KDM1A* expression measured using real-time RT-PCR and normalized to the geometric mean of *GAPDH*, *UBC* and *HPRT* expression in a panel of human medulloblastoma cell lines derived from diverse histological tumor subtypes and the SK-N-BE human neuroblastoma cell line, known to express high levels of *KDM1A* as a reference. **e** Bars represent *KDM1A* expression measured using real-time RT-PCR in medulloblastic tumors (black) spontaneously arising in genetically engineered mice with activating mutations in the sonic hedgehog pathway, SmoA1 MB (p = 0.014) and Ptch^+/−^ MB (p = 0.037), compared to normal murine cerebellum (CB, white). **f** Strong KDM1A protein expression was confirmed in the medulloblastic tumors from SmoA1- and Ptch^+/−^-mice relative to KDM1A expression in cerebellar tissue (CB) using western blotting of tissue lysates. β-actin expression was used as a loading control.

To assess whether overexpression of the KDM1A enzyme is a conserved event in medulloblastic tumors across species, we analyzed KDM1A expression in two transgenic mouse models for medulloblastic tumors. Activating mutations have been introduced in the sonic hedgehog pathway in SmoA1 and Ptch^+/−^ mice, and these mice are frequently used as *in vivo* model systems to study medulloblastoma development and therapy. Both mouse models develop medulloblastic tumors spontaneously between 2 and 10 months of life. We assessed KDM1A expression in murine medulloblastic tumors on both mRNA and protein level. *KDM1A* mRNA levels were significantly higher in medulloblastic tumors from SmoA1- and ptch^+/−^-mice than in normal cerebellar tissue from mice with the same genetic background (Figure 1e), as was KDM1A protein expression in these murine medulloblastic tumors (Figure 1f). Taken together, these data show extensive KDM1A deregulation in primary human medulloblastoma, cell lines derived from them and murine medulloblastic tumors, suggesting a crucial role for KDM1A in medulloblastic tumors across species.

### KDM1A inhibition impairs cell proliferation and migration and induces apoptosis in human medulloblastoma cell lines

We next examined whether KDM1A knockdown had a notable impact on tumorigenic characteristics in medulloblastoma cells. The DAOY and ONS-76 medulloblastoma cell lines were transiently transfected with siRNA directed against KDM1A or with transfection agent alone. A significant knockdown of KDM1A was detected on both the mRNA (Figure 2a) and protein (Figure 2b) levels 48 h after transfection. KDM1A knockdown significantly reduced cell viability in MTT assays conducted 72 h after transfection (Figure 2c). Cell proliferation was also assessed using BrdU incorporation 72 h after transfection. A strong reduction in the number of proliferating cells was observed that corresponded well to the observed reduction in cell viability after KDM1A knockdown (Figure 2d). Since it is critical for therapy success that the treatment kills tumor cells, and not just arrests them during the cell cycle, we next assessed whether KDM1A knockdown induced apoptosis in medulloblastoma cells. The Cell Death Detection ELISA™ confirmed that observed phenotypic changes were predominantly due to apoptotic induction (Figure 2e). These experiments show that KDM1A knockdown impaired medulloblastoma cell viability and proliferation and induced apoptosis.

**Figure 2:**
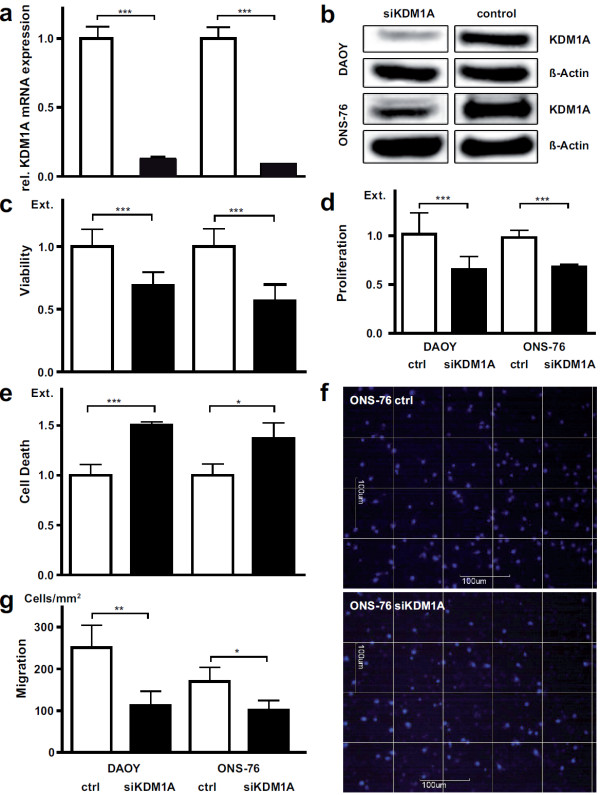
**KDM1A inhibition impairs cell proliferation and migration and induces apoptosis in human medulloblastoma cell lines. a** Bars represent *KDM1A* expression measured using real-time RT-PCR and normalized to the geometric mean of *GAPDH*, *UBC* and *HPRT* expression in DAOY and ONS-76 cell lines 72 h after KDM1A knockdown or mock transfection. ***p < 0.0001 **b** Knockdown of KDM1A protein was confirmed by western blotting of whole-cell lysates from DAOY and ONS-76 cells. β-actin served as loading control. **c** The DAOY and ONS-76 medulloblastoma cell lines were transfected with siRNA directed against *KDMA1*, and cell viability was measured using the MTT assay. Extinction relative to mock-transfected cultures at 72 h is shown. ***p < 0.0001 **d** Proliferation of DAOY and ONS-76 cells following mock transfection or transfection with siRNA directed against *KDM1A* was assessed by BrdU ELISA. Bars show extinction relative to mock-transfected cultures at 72 h. ***p < 0.0001 **e** Apoptosis in DAOY and ONS-76 cells was measured by Cell Death Detection ELISA™ 72 h after transfection with either siRNA directed against *KDMA1* or mock transfection. Extinction is relative to mock-transfected cultures. ***p < 0.0001, *p < 0.05 **f** Migratory activity was assessed for the ONS-76 cell line 48 h after transfection with either siRNA directed against *KDM1A* or mock transfection in Boyden chamber assays. Representative images of DAPI-stained mock-transfected control cells (ONS-76 ctrl) and KDM1A-knockdown cells (ONS-76 siKDM1A) invading the membrane (scale bars = 100 μm). **g** Statistical analysis of results from Boyden chamber assays 24 h after DAOY and ONS-76 cells, either transfected with siRNA directed against *KDM1A* or mock-transfected, were plated in the upper chamber. Bars display quantity of cells per mm square which migrated through the membrane. **p < 0.01, *p < 0.05.

Huang and colleagues reported that demethylation activity by KDM1A maintains TP53 in an inactive state, thus, preventing DNA binding and supporting tumorigenesis [24]. Previously, we identified *TP53* mutations in DAOY cells, which lead to TP53 dysfunction indicated by low *CDKN1A* (previously known as p21) expression [25]. The ONS-76 medulloblastoma cell line harbors the R72P SNP in *TP53*, but TP53 function and expression are normal in these cells. Since KDM1A knockdown in DAOY and ONS-76 cells resulted in similar levels of proliferative suppression and apoptotic induction, one could speculate that TP53 function was not involved in effects mediated by KDM1A inhibition in medulloblastoma cells. However, this hypothesis would need to be validated in further experiments.

Migratory capacity of tumor cells is another hallmark of cancer that is particularly important in brain tumor pathogenesis. To investigate whether KDM1A can also influence migratory capacity in medulloblastoma cells, we used Boyden chamber assays to assess migratory capacity after KDM1A knockdown. KDM1A knockdown effectively diminished the strong migratory capacity of both DAOY and ONS-76 medulloblastoma cells (Figure 2f and 2g). Taken together, our data from cellular models for medulloblastoma show that KDM1A influences three major hallmarks of cancer cells, uncontrolled cell proliferation, avoidance of apoptosis and migratory capacity. Our results also support that effects of KDM1A on cell viability and apoptosis could be independent of effects mediated by TP53, but cannot conclusively rule out an interaction between KDM1A and TP53.

### Bone morphogenetic protein 2 (BMP2) is a potential KDM1A target gene

Since our data indicated that KDM1A is highly relevant for critical biological characteristics of medulloblastoma, we next aimed to identify important target genes of KDM1A. 

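ONS-76 is an established human medulloblastoma cell line. Its RNA was hybridized to 6 Affymetrix U133 Plus 2.0 arrays, 3 from cells transfected with 10 nM of 1 siRNA directed against KDM1A (siKDM1A) and 3 from cells that received the transfection reagent alone (control). The paper describes 3 independent transfections per group. It places the RNA 72 h after transfection, whereas the sample labels give 48 h. The labels also call the siRNA target KDM5A, with LSD1, another name of KDM1A, beside it; the groups were mapped by the paper's text. The authors normalized the arrays with RMA in the Partek Genomics Suite. RMA corrects the background, sets the probe intensities of the arrays to a common distribution and gives 1 log2 value per probe set. These deposited log2 values were used as they stand. Median log2 values lay between 5.09 and 5.16 on the 6 arrays. Of 54613 probe sets tested, after 62 Affymetrix controls were left out, 41091 named 1 gene, 1801 named several and 11721 named none in the platform annotation. Differences were tested with limma, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The number of arrays, 3 per group, limits the precision of each value. The control cells received no siRNA, so effects of KDM1A loss and of siRNA delivery enter every difference together.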

Gene expression was analyzed in ONS-76 cells using Affymetrix microarrays 72 h following transfection of either siRNA directed against KDM1A or transfection reagent alone. 

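Inflammatory cytokines and chemokines were among the genes that rose most after KDM1A knockdown. IL1A, which encodes interleukin 1 alpha, rose 8.34-fold (log2 6.40 ± 0.23 in control and 9.46 ± 0.27 in siKDM1A cells, SD, n = 3 each, limma adjusted p = 3.1e-05). The chemokine genes CXCL2 and CCL20 rose 6.18-fold and 5.14-fold, and BCL2A1, an anti-apoptotic BCL2 family member, rose 6.55-fold (limma adjusted p = 2.7e-05, 3.2e-05 and 4.4e-06). The control level of BCL2A1, 2.93, lay below the lower quartile of every array (3.63 to 3.70), so its exact fold is uncertain. Of 23 measured NF-kB target genes and inflammatory cytokines, 16 rose, none fell and 7 did not pass the test (17 rose when adjusted over the list alone), with a median log2 fold change of 0.79. In limma's camera test the list had an adjusted p of 1.1e-18, and an adjusted p = 0.013 with an estimated correlation. Table S1 holds 7 of its 23 members, and was seen before the list was set; of the 16 others, 9 rose. The largest increase was that of ANKRD22, an ankyrin repeat gene, 9.83-fold on 1 probe set and 4.10-fold on its brighter one. Further large increases were those of IL13RA2, a decoy receptor for interleukin 13 (7.15-fold), GASK1B (7.14-fold, from a control level of 3.16 that also lay below the lower quartile), SPP1, which encodes osteopontin (6.99-fold), the EGF receptor ligand EREG (6.66-fold), TCIM (6.51-fold) and LINC00326 (5.35-fold). E2F8, a cell cycle transcription factor, and the keratin gene KRT4 fell by 1.64 and 1.66 on the log2 scale. The keratin gene KRT13, SERTAD4, RWDD1, RCSD1 and MXRA5 had log2 fold changes of -1.57, -1.53, -1.52, -1.52 and -1.46 (limma adjusted p from 5.7e-05 to 0.00053). For SERTAD4 this is the most changed probe set, and its brightest had a log2 fold change of -1.38 (limma adjusted p = 0.00011). In all, 1193 probe sets were higher and 2037 lower in siKDM1A cells. Over 3-fold, 47 genes were higher and 7 lower, with 2 more higher probe sets that name no single gene. For IL1A, CXCL2, GASK1B, SPP1, EREG, KRT4 and RCSD1 the brightest probe set changed and the dimmer ones did not pass. Without control replicate a, b or c the test called 698, 712 and 609 higher and 1101, 1022 and 694 lower probe sets, and 4 genes lower over 3-fold without c. Without siKDM1A replicate a it called 1253 lower probe sets.

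**Figure D1:**
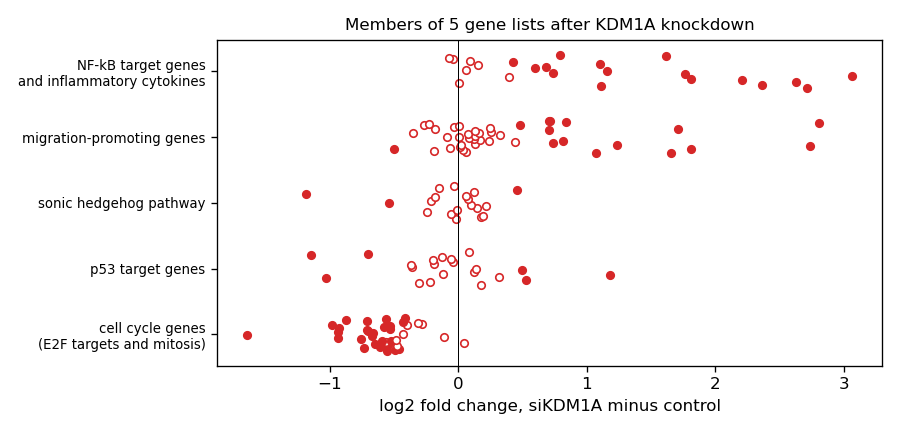
Log2 fold change (siKDM1A minus control) of each measured member of 5 gene lists, 1 probe set per gene; filled points passed limma's test at an adjusted p under 0.05 and open points did not. Of the NF-kB target genes and inflammatory cytokines, 16 filled points lie to the right of 0 and none to the left; of the cell cycle genes, 27 lie to the left and none to the right.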

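The study's one-way ANOVA, which takes the spread of each probe set from its own arrays, called fewer. After Benjamini-Hochberg adjustment 275 probe sets were higher and 401 lower, and over 3-fold 32 genes were higher and 4 lower. Of the NF-kB target genes and inflammatory cytokines 10 rose by this test, a count chosen after the data were seen. The fall of RCSD1 did not pass it (ANOVA adjusted p = 0.062).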

KDM1A knockdown resulted in a >3-fold induction of 30 genes and a >3-fold repression of 4 genes in ONS-76 cells (Figure 3a and Additional file 1: Table S1). Interestingly, comparing previously published expression data following KDM1A knockdown in neuroblastoma cells with expression data following KDM1A knockdown from this study suggested that KDM1A effects are specific for the tumor entity [18]. None of the strongly induced or repressed genes (significantly induced or repressed by at least 3-fold) in neuroblastoma and medulloblastoma cells were similarly regulated in cells derived from both tumor entities. Among the 30 genes induced in response to KDM1A knockdown, the enhancement of *BMP2* expression was particularly striking. The increase in *BMP2* expression had the highest significance (p = 6.4 × 10^-6^) among the induced genes, and was induced 4-fold. 

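BMP2, a secreted ligand of the BMP family, was higher in all 3 siKDM1A arrays than in any control array on both of its probe sets. The first probe set rose from a log2 value of 6.72 ± 0.01 to 8.71 ± 0.03 (SD, n = 3 each). This is a log2 fold change of 1.99 (standard error 0.08, limma adjusted p = 9.1e-06). The other rose 3.99-fold (limma adjusted p = 3.6e-05). Among the 57 probe sets that rose over 3-fold, the first ranked 3 by limma's p, after IL13RA2 and BCL2A1, and the other ranked 16. With 1 array left out these ranks ran from 4 to 6 and from 7 to 25. Of 12 measured BMP-SMAD target genes, ID1, an inhibitor of differentiation, rose 1.40-fold (limma adjusted p = 0.015), none fell and 11 did not pass the test; the count was 1 as well when adjusted over the list alone. The list had a camera adjusted p of 0.85 and a median log2 fold change of -0.049, while camera's direction was upward. The rise of ID1 did not pass the test without control replicate a or c (limma adjusted p = 0.062 and 0.067). From the significance and size of this increase the paper singles out BMP2 among the induced genes, measures it again by RT-PCR together with the phosphorylation of SMAD5, and describes BMP2 as a potential KDM1A target gene.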

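The rise of ID1 had a p of 0.0023 by the study's one-way ANOVA, and did not pass after Benjamini-Hochberg adjustment (ANOVA adjusted p = 0.083).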

BMPs are known to inhibit the tumorigenic potential of human brain tumor-initiating cells [26]. BMP2 has also been previously shown to be involved in the normal development and differentiation of GNPCs, the cells of potential origin of SHH medulloblastoma subtypes [27,28]. We confirmed upregulation of *BMP2* expression in response to KDM1A knockdown in an independent experimental setting using real-time RT-PCR (Figure 3b and Additional file 1: Figure S3). To assess whether KDM1A knockdown regulated not only *BMP2* transcription, but also BMP2 function, we analyzed phosphorylation of a downstream signaling element in the BMP2 pathway, SMAD5. In ONS-76 cells, transfected with siRNA targeting KDM1A or transfection reagent alone, KDM1A knockdown increased the proportion of phosphorylated SMAD5 protein by 220% (Figure 3c). These data show that BMP2, which is involved in brain tumor suppression and the regulation of proliferative responses of a distinct medulloblastoma precursor cell type, is downregulated in ONS-76 cells. Furthermore, KDM1A knockdown not only upregulated BMP2, but increased BMP2 activity, as indicated by phosphorylation of the signaling intermediary, SMAD5.

**Figure 3:**
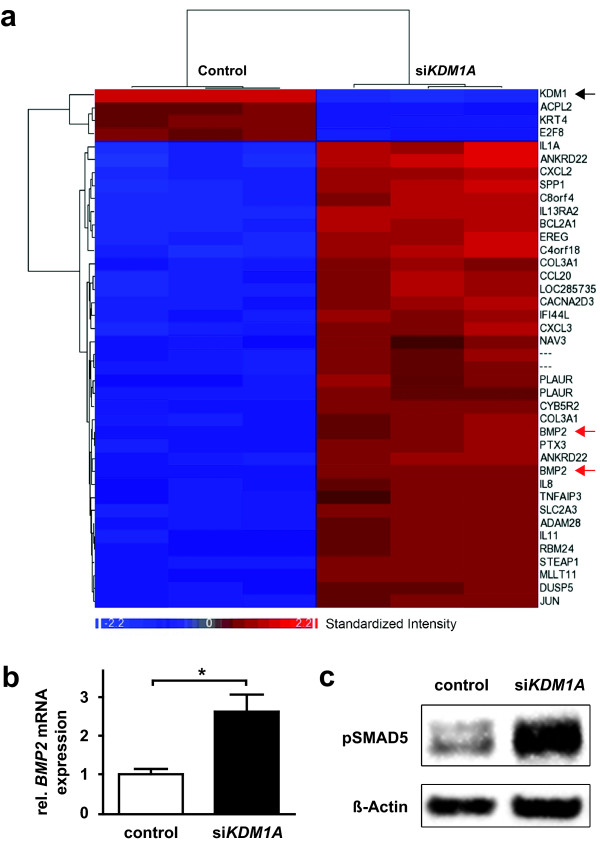
**Bone morphogenetic protein 2 (BMP2) is a potential KDM1A target gene. a** Heatmap shows unsupervised clustering of gene expression obtained for the ONS-76 medulloblastoma cell line 72 h after KDM1A knockdown (right) or mock transfection (left) using Affymetrix U133 Plus 2.0 microarrays. Upregulated genes are represented in red and downregulated genes are represented in blue. *KDM1A* knockdown was verified in the microarray expression analysis (black arrow), and *BMP2* was significantly induced (red arrows, p = 6.4 × 10^-6^ and 5.4 × 10^-5^ for the two *BMP2* HGU133_Plus Affymetrix array probe sets for *BMP2*, 205289_at and 205290_s_at, respectively). **b** The significant increase of *BMP2* expression upon KDM1A knockdown was confirmed by real-time RT-PCR for ONS-76 cells 72 h after knockdown or mock transfection. *p < 0.05 **c** KDM1A knockdown increased the level of phosphorylated SMAD5 by 220% detected in western blots of whole-cell lysates of ONS-76 cells 72 h after knockdown or mock transfection. β-actin expression was used as a loading control.

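KDM1A itself fell on its 1 probe set from a log2 value of 9.52 ± 0.04 in control to 6.30 ± 0.05 in siKDM1A cells (SD, n = 3 each), which is 9.33-fold lower (limma adjusted p = 7.1e-07). KDM5A, the demethylase named in the sample labels, did not pass the test on any of its 5 probe sets. Its brightest had a log2 fold change of -0.27 (standard error 0.09, limma adjusted p = 0.14). The first principal component of all probe sets held 46.2% of the variance and separated the 3 siKDM1A from the 3 control arrays.

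**Figure D2:**
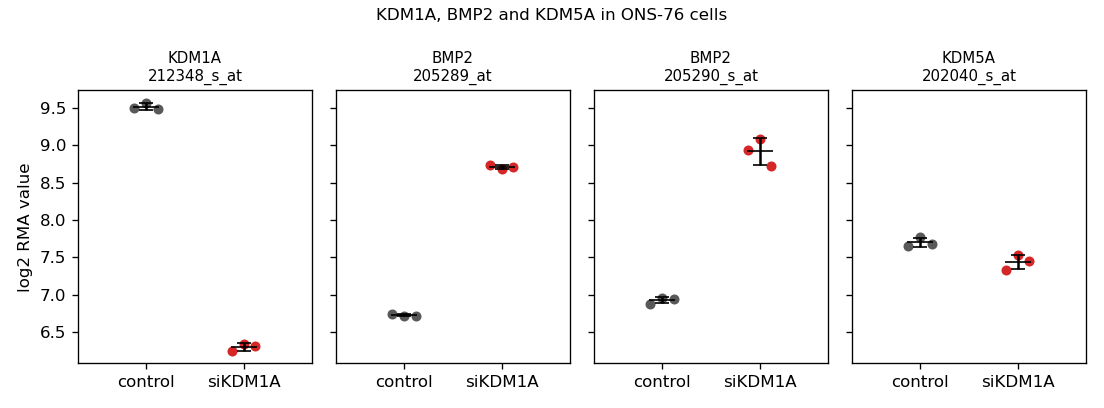
Log2 RMA values of KDM1A, of both BMP2 probe sets and of KDM5A on each of the 3 control (grey) and 3 siKDM1A (red) arrays; black lines give the mean and SD of each group. KDM1A lies near 9.52 in control and 6.30 in siKDM1A cells.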

### Small molecule inhibitors of KDM1A effectively inhibit medulloblastoma growth *in vitro*

The amino acid sequence of the KDM1A catalytic domain has homology to monoaminoxidase (MAO), and uses the same demethylating mechanism. Monoaminoxidase inhibitors (MAOIs) have been demonstrated to have inhibitory activity on KDM1A, and were introduced as the first available small molecular inhibitors of KDM1A for this reason [29]. We have previously reported that MAOI treatment can significantly affect neuroblastoma cell proliferation *in vitro* and *in vivo*[18]. Tranylcypromine impaired growth of medulloblastoma cell lines DAOY and ONS-76 in a dose-dependent manner, with IC50 values of 0.38 mM and 1.76 mM, respectively (Figure 4a). Since high MAOI doses are required to also inhibit KDM1A, these drugs have severe side effects when used in these doses in mice [18]. Therapeutic inhibition of KDM1A will, therefore, require specific inhibitors of KDM1A. NCL-1 is a small molecule developed by Ueda and colleagues, which was reported to specifically inhibit KDM1A, but not type A and B MAOs [30,31]. We treated the DAOY and ONS-76 medulloblastoma cell lines with 10 μM NCL-1, a concentration which was previously reported to impair proliferation of KDMA1-expressing glioblastoma cells [32]. After 72 h of treatment, cell viability was reduced by 63% in DAOY cells and 54% for ONS-76 cells compared to the respective untreated controls (Figure 4b). These data demonstrate that targeting KDM1A specifically using small molecule inhibitors in medulloblastoma cells, which express high levels of KDM1A, can significantly impair tumor cell viability. In fact, NCL-1 had a comparable effect on DAOY and ONS-76 cells *in vitro* to KDM1A knockdown.

**Figure 4:**
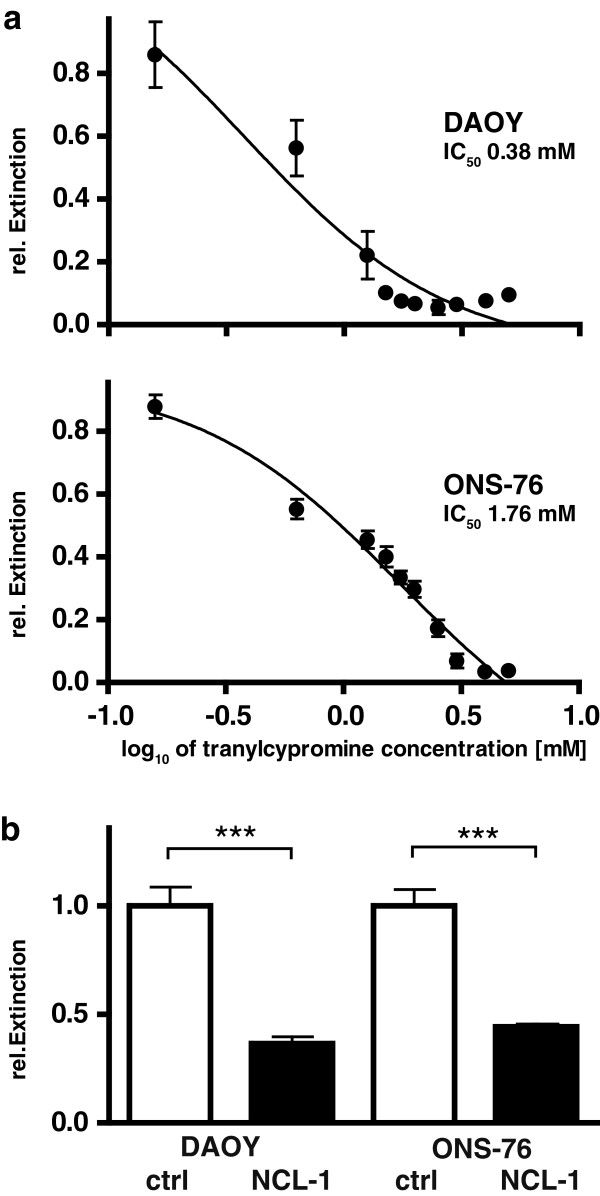
**Inhibiting KDM1A using small molecules, tranylcypromine or NCL-1, effectively suppressed medulloblastoma cell growth *in vitro*. a** The DAOY and ONS-76 medulloblastoma cell lines were treated with the indicated concentrations of the monoaminoxidase inhibitor, tranylcypromine, and cell viability was measured by the MTT assay. Extinction relative to solvent-treated cultures at 72 h is shown for the mean of 4 experiments conducted in triplicate. **b** The medulloblastoma cell lines, DAOY and ONS-76 were treated 72 h with 10 μM of the KDM1A-selective inhibitor, NCL-1, or with solvent, then cell viability was measured in MTT assays. Bars represent the means of 3 independent experiments conducted in triplicate. ***p < 0.0001.

## Discussion

Here we provide the first evidence that KDM1A plays a functional role in maintaining tumorigenic properties in medulloblasoma. Medulloblastomas, cell lines derived from medulloblastomas and meduloblastic tumors from genetically engineered mouse models for medulloblastoma exhibit high-level KDM1A expression in comparison to normal cerebellar tissue. KDM1A inhibition can effectively antagonize important hallmarks of medulloblastoma progression including proliferation, resistance to apoptosis and migration. BMP2 signaling via SMAD5 is a potentially important downstream effector of KDM1A functionality. Specific inhibition of KDM1A, for instance via the NCL-1 small molecule inhibitor, presents a promising new strategy to treat medulloblastoma, which should be clinically evaluated.

Chromatin modifiers influencing gene expression by histone acetylation or methylation are emerging as an interesting new approach to target cancers. Recently, several next-generation tumor sequencing projects have identified frequent mutations in chromatin remodeling genes in a variety of entities, including medulloblastoma, supporting the hypothesis that these modifiers might contribute to the malignant progression of cancer [33,34]. We and others previously reported that overexpression of KDM1A in several tumor entities correlates strongly with tumor aggressiveness, adverse outcome, and cellular dedifferentiation [15,18,19,32]. This is in line with our findings in the current study, showing that approximately 90% of primary human medulloblastomas that predominantly consist of cells with undifferentiated appearance, were shown to be KDM1A positive [35]. Remarkably, we found similar alterations of KDM1A expression across the species barrier in genetically engineered mouse models for medulloblastoma, increasing the probability that KDM1A plays a critical role in medulloblastoma initiation and/or progression and making it a top candidate for further validation [36]. Since KDM1A overexpression was detected in all molecular subgroups of human medulloblastomas, transgenic mice with activating mutations in the sonic hedgehog pathway are likely to be suitable mouse models to preclinically test KDM1A inhibitors, even though these models mimic major genetic alterations that occur in only approximately 25% of medulloblastomas [37].

We show here that BMP2 was upregulated in medulloblastoma cell lines following KDM1A knockdown. In line with our results, Adamo and colleagues reported a strong correlation between KDM1A knockdown and induction of BMP2 expression in undifferentiated embryonic cells [38]. BMP2 induces apoptosis in myeloma cells and, remarkably, it was previously shown by Hallahan and colleagues that both, recombinant BMP2 treatment and enforced BMP2 expression following retinoid treatment, can induce apoptosis in medulloblastoma cells [39,40]. However, in their study BMP2-mediated apoptosis was restricted to cells responsive to retinoids, thus, excluding this mechanism of action in a variety of medulloblastoma-derived cell lines, including DAOY. Based on our data demonstrating that apoptosis is induced even in DAOY cells following KDM1A knockdown, we suggest that KDM1A inhibition can circumvent the blockade of BMP2-mediated apoptosis in medulloblastoma cells incapable of responding to retinoids. The molecular mechanism of the interaction between KDM1A with BMP2 signaling requires further experiments for elucidation, but these data implicate that some functionality of high-level KDM1A expression may be mediated by downregulating BMP2 signaling.

BMP2 activation contributes to cell cycle arrest, apoptosis or differentiation of GNPCs, which are considered to be the cells of origin for SHH driven medulloblastomas [27,28,41,42]. BMP2 signaling is initiated by phosphorylation of SMAD5, and activates KLF10 resulting in MYCN inhibition or posttranscriptionally downregulates ATOH-1 via ID1/2 induction [28,41]. *BMP2* is expressed weakly in medulloblastoma throughout all molecular subgroups, but lowest levels are detected in tumors assigned to the SHH group (reanalysis of data from Northcott *et al.*[43], Additional file 1: Figure S1a and b). Thus, by downregulating BMP2, SHH group medulloblastomas might escape from apoptotic signals or maintain an undifferentiated phenotype. However, the most commonly used medulloblastoma-derived cell lines, which we also used here, are not depending on constitutive activation of sonic hedgehog signaling and KDM1A knockdown did not result in any significant change of expression in genes belonging to the sonic hedgehog signaling pathway (Additional file 1: Table S2) [44,45]. 

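Most measured genes of the sonic hedgehog pathway did not pass the test after KDM1A knockdown. Of 19, 1 rose, 2 fell and 16 did not pass, and the counts were 1 and 2 when adjusted over the list alone. PTCH1, which encodes the hedgehog receptor and is itself a target of the pathway, was 2.27-fold lower on its brightest probe set (log2 6.80 ± 0.14 in control and 5.62 ± 0.08 in siKDM1A cells, SD, n = 3 each, limma adjusted p = 0.0003). Another of its 5 probe sets fell by 0.51 on the log2 scale (limma adjusted p = 0.024), and the remaining 3 did not pass. GLI3, a transcription factor of the pathway, fell by 0.54 on 1 of its 3 probe sets (limma adjusted p = 0.012). The ligand gene SHH had a log2 fold change of 0.46 on 1 probe set (limma adjusted p = 0.027) and of -0.14 on its other probe set (limma adjusted p = 0.65). The call of SHH was lost whichever of the 6 arrays was left out (limma adjusted p from 0.053 to 0.12). The pathway's main transcriptional effector GLI1 had a log2 fold change of 0.21 (limma adjusted p = 0.29), and GLI2 one of 0.17 (limma adjusted p = 0.39). As a group the list had a median log2 fold change of -0.0061 and a camera adjusted p of 0.90.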

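By the study's one-way ANOVA after Benjamini-Hochberg adjustment the brightest probe set of PTCH1 passed (ANOVA adjusted p = 0.036). Its other probe set that limma called did not (ANOVA adjusted p = 0.15), nor did GLI3 and SHH (ANOVA adjusted p = 0.095 and 0.13).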

We suggest that BMP2 upregulation in response to KDM1A knockdown could be an intermediate to inducing apoptosis in medulloblastoma cells, but acting via routes different from sonic hedgehog pathway inhibition.

Medulloblastoma has a strong tendency to metastasize and metastatic disease is still the most important factor in risk stratification [46,47]. An indispensable requirement for malignant cells to invade and spread is their ability to develop migratory capacity. Here, we show that the migratory activity of medulloblastoma cells was significantly reduced by KDM1A knockdown. Interestingly, gene ontology analysis of microarray expression data revealed a significant down-regulation of genes involved in cell migration and motility following KDM1A knockdown (Additional file 1: Table S3). 

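Genes that promote migration rose more often than they fell after KDM1A knockdown. Of 42 measured, 14 rose, 1 fell and 27 did not pass the test (15 and 2 when adjusted over the list alone), with a median log2 fold change of 0.15. Camera gave the list an adjusted p of 5.3e-08 upward, and an adjusted p = 0.016 with an estimated correlation. PLAUR, the receptor of urokinase, rose 3.27-fold (limma adjusted p = 5e-05), and CXCL8, which encodes interleukin 8, rose 3.51-fold on its brightest probe set (limma adjusted p = 3.9e-05). The other probe set of CXCL8 rose 7.11-fold (limma adjusted p = 0.00092) and did not pass the study's one-way ANOVA after adjustment (ANOVA adjusted p = 0.090). CXCR4, a chemokine receptor, was the gene that fell, with log2 fold changes of -0.50 on its brightest probe set and -1.89 on another (limma adjusted p = 0.024 and 0.0003), while its remaining probe set did not pass. Table S1 holds 4 of the 42 genes; of the 38 others, 10 rose. The list also shares 2 risen genes with the NF-kB and cytokine list. By the study's one-way ANOVA after adjustment 9 of the 42 rose, a count chosen after the data were seen, and the fall of CXCR4 did not pass (ANOVA adjusted p = 0.15 on its brightest probe set and 0.056 on the other).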

A study recently published by Serce and colleagues supports our results by showing that KDM1A expression gradually increases during tumor progression from pre-invasive neoplasia to fully invasive disease in ductal carcinoma of the breast [48]. Ferrari-Amorotti and colleagues found that KDM1A influences the motility and invasiveness of neuroblastoma and colon carcinoma cells [49]. Through interaction with Slug, which is a member of the E-box–binding family of transcriptional repressors, KDM1A represses expression of epithelial and induces expression of mesenchymal markers. Via this mechanism, KDM1A supports the process of epithelial–mesenchymal transition (EMT), which might also be involved in cell invasion of nonepithelial cancers including glioblastoma [50]. Remarkably, EMT was also previously described to increase invasiveness of DAOY and other medulloblastoma cell lines [51]. Taken together, these findings suggest a role of KDM1A in the motility and invasiveness of cancer cells of various origins including medulloblastoma, which might be based on induction of mesenchymal cellular properties.

Although Huang *et al.* suggested that KDM1A-mediated demethylation affects TP53 function, we did not observe different effects of KDM1A inhibition in medulloblastoma cells with functional or dysfunctional TP53. Jin and colleagues demonstrated that TP53 function is not affected in cells with homozygous KDM1A knockout (KDM1A−/−), while both mRNA and protein expression of the TP53 target gene, *CDKN1A*, are significantly elevated compared to cells with heterozygous KDM1A knockout or the cell line from which they are derived [52]. This might be explained by KDM1A-mediated demethylation of the *CDKN1A* promoter at H3K9, which would provide transcription factors binding GC-rich regions better access to the DNA, thus, bypassing TP53 [53]. However, here we did not observe significant changes in *CDKN1A* expression after 72 h of KDM1A knockdown (Additional file 1: Table S2). This may have been a result of the partial silencing of KDM1A via knockdown, making these cells more similar to the situation in the cells with heterozygous KDM1A knockout. 

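CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had a log2 value of 10.36 ± 0.04 in control and 10.88 ± 0.14 in siKDM1A cells (SD, n = 3 each). This is 1.44-fold higher, with a log2 fold change of 0.52 (standard error 0.10, limma adjusted p = 0.014). Other genes of the p53 response moved in both directions. GDF15, a stress-induced cytokine, rose 2.26-fold, while TP53INP1 and the DNA repair gene DDB2 had log2 fold changes of -1.15 and -1.03 (limma adjusted p = 0.00016, 0.00017 and 0.0002). For GDF15 and TP53INP1 this is the brightest of 3 probe sets, and the others did not pass. Of 21 measured p53 target genes, 3 rose, 3 fell and 15 did not pass the test (3 and 6 when adjusted over the list alone). Camera gave the list an adjusted p of 0.33, and fry, which asks whether its genes move one way on balance, an adjusted p of 0.031 downward. The rise of CDKN1A did not pass the test without control replicate b or c (limma adjusted p = 0.058 and 0.072).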

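By the study's one-way ANOVA the rise of CDKN1A had a p of 0.0035, and did not pass after Benjamini-Hochberg adjustment (ANOVA adjusted p = 0.097).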

Although the precise molecular mechanisms involved are not yet clear, our results support the reasoning that expression of KDM1A in medulloblastomas might perpetuate cell proliferation, at least in part, by a TP53-independent manner, implying that therapeutically targeting KDM1A could also be efficient against medulloblastomas harboring *TP53* mutations.

Although MAOIs are very effective *in vitro*, and they did significantly suppress the growth of neuroblastoma xenograft tumors in mice, their lack of specificity for KDM1A requires treatment with high doses, which cause extensive side effects in whole animal testing models [18]. For these reasons, it is unlikely that MAOIs will be able to make the transition to the clinic as cancer therapeutics. However, preclinical *in vitro* testing of the highly specific small molecule inhibitor, NCL-1 in aggressive gliomas, are very promising [32]. It has been broadly experienced that targeting hallmarks of cancer cells by inhibiting angiogenesis, blocking antiapoptotic proteins or inhibiting tumor-associated receptor tyrosine kinases that provide survival signals is most often circumvented by resistance mechanisms in malignant cells during tumor progression. The problem of resistance to targeted therapies certainly needs to be addressed by developing multimodal strategies using intelligent combinations of targeted therapies [54,55]. As reprogramming of medulloblastoma cells appears to be possible by interfering with enzymes manipulating epigenetic patterns, a combination of histone demethylase and deacetylase (HDACs) inhibitors might prove useful to prevent the development of resistance to treatment and achieve a maximal effect. Notably, inhibition of KDM1A and HDAC turned out to have synergistic effects inhibiting tumor development in other types of brain tumors [56-58]. In respect to potential side effects of a specific systemic pharmacological KDM1A inhibition, which need to be taken into consideration for clinical trial planning, we have recently shown a significant but transient suppression of hematopoetic cells in the bone marrow in a conditional LSD1 knockout mouse model [59]. The fundamental role of KDM1A in prostate and breast cancer will presumably support a rapid realization of clinical phase I/II studies with KDM1A inhibitors in adults, which will in turn open new avenues for treatment of pediatric embryonal tumors, including medulloblastomas.

## Conclusion

In this study we provide the first evidence that the histone demethylase KDM1A is functionally involved in the regulation of the malignant phenotype of medulloblastoma cells by influencing three major hallmarks of cancer cells, uncontrolled cell proliferation, avoidance of apoptosis and migratory capacity. Treatment of medulloblastoma cells with a novel specific KDM1A inhibitor, the small molecule NCL-1, led to significant inhibition of cellular growth *in vitro*. In conclusion, data resulting from our work lay a first preclinical foundation for future evaluation of KDM1A-inhibiting therapeutic approaches against medulloblastoma including transgenic and xenograft mouse models.

## Methods

### Immunohistochemistry and tissue microarrays

Tissue microarrays (TMAs) were prepared from paraffin-embedded tissue specimens from 70 primary medulloblastomas and 9 cerebellum samples as previously described [25]. Three different tissue cores within a single tumor were arrayed from formalin-fixed, paraffin-embedded tissue blocks using a manual device (Beecher Instruments, Sun Prairie, WI, USA). Two micrometer paraffin sections were cut from every tissue microarray and used for subsequent immunohistochemical analyses. Immunohistochemical staining was conducted as previously described [19]. In brief, formalin-fixed paraffin-embedded tissue sections were deparaffinized by routine techniques, and placed in 200 ml of target retrieval solution, pH 6.0 (Envision Plus Detection Kit, Dako, Glostrup, Denmark) for 20 min at 100°C. After cooling 20 min, slides were quenched with 3% H_2_O_2_ for 5 min before incubating with primary antibody in a Dako Autostainer (Dako Cytomation, Glostrup, Denmark). The primary antibody against KDM1A was diluted 1:250 (Cat.# NB100-1762, Novus Biologicals, Littleton, CO, USA). Nuclear immunostaining results for KDM1A were evaluated using a semiquantitative scoring system. In a first step, the number of positive cells was counted and scored (0 = no positive nuclei, 1 = <10% of nuclei are stained, 2 = 10-50% of nuclei are stained, 3 = 51-80% of nuclei are stained and 4 = >80% of nuclei are stained). In a second step, the staining intensity in positive cells was assessed and scored (0 = no positive nuclei, 1 = weak staining, 2 = moderate staining and 3 = strong staining). The total score for the overall KDM1A protein expression level (0–3 = negative, 3–6 = weak, 6–9 = moderate and 9–12 = strong) was calculated by multiplying the two scores. Unfortunately, tumor subgroup information was not available for the tumors arrayed on this TMA. Thus, the correlation between tumor subgroup and KDM1A expression could not be assessed. Written informed consent was obtained from the patients within the respective clinical study for publication of reported data and accompanying images.

### Real-time RT-PCR

Total RNA was isolated from cells using the RNeasyMini kit (Qiagen, Hilden, Germany), and cDNA synthesis was performed using the SuperScript reverse transcription kit (Invitrogen, Darmstadt, Germany). *KDM1A* and *BMP2* expression was monitored by real-time PCR using “Assays on Demand” (Applied Biosystems, Carlsbad, CA, USA). Expression values were normalized to the geometric mean of *GAPDH*, *UBC* and *HPRT* expression [60]. Data were analyzed using qBase 1.4 (Biogazelle, Ghent, Belgium).

### Western blotting

Protein lysates were extracted from cells and blotted as described in Kahl and colleagues [19]. The membranes were incubated for 1 to 2 h with either antibodies recognizing KDM1A (Cat.# NB100-1762, Novus Biologicals, Littleton, CO) diluted 1:1,000, SMAD1/5 phosphorylated on Ser463/465 (Cat.# 9516, Cell Signaling, Danvers, MA, USA) diluted 1:1,000 or β-actin (Sigma-Aldrich, Taufkirchen, Germany) diluted 1:5,000. ImageJ 1.42q (W. Rasband, NIH, Bethesda) was used to measure signal intensities.

### Cell culture and siRNA transfection

The DAOY and ONS-76 human medulloblastoma cell lines were cultivated in RPMI 1640 supplemented with 10% FCS, L-glutamine and antibiotics. For siRNA transfection, 1 × 10^3^ or 1 × 10^4^ cells were seeded onto 96- or 12-well plates, respectively, then incubated for 24 h in standard medium in the presence of 10nM siRNA directed against KDM1A (DNA target sequence, 5-AACACAAGGAAAGCTAGAAGA-3) complexed with HiPerFect Transfection Reagent (Qiagen) or with vehicle according to the manufacturer’s instructions.

### Cell viability, proliferation, and death analysis

Cells were seeded onto 96-well plates (1 × 10^3^ per well) in triplicate, incubated for 6 h to permit surface adherence, then treated with 0 to 5 mM tranylcypromine (Biomol, Hamburg, Germany), 10 μM NCL-1, or 10nM siRNA directed against KDM1A. Medium was replaced daily, and tranylcypromine and NCL-1 concentrations were constant throughout the experiment. Cell viability was analyzed using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay (Roche, Mannheim, Germany), according to the manufacturer’s protocol. Apoptosis was assessed using the Cell Death ELISA (Roche), cell proliferation was assayed using the BrdU ELISA (Roche), and both were performed 72 h following siRNA transfection according to the manufacturer’s protocols. All experiments were independently performed in triplicates at least three times, if not otherwise indicated.

### Boyden chamber assay

Assays were performed using 12-well Boyden chambers containing HTS FluoroBlok™ 8.0 μm colored PET membrane inserts (BD, Franklin Lakes, NY, USA). DAOY or ONS-76 cells (2.5 × 10^3^) were seeded in triplicate into the upper chamber compartments containing 250 μl cell culture medium with 0.5% FCS 48 h after transfection with siRNA directed against KDM1A. The lower compartment was filled with 800 μl cell culture medium containing 10% FCS. After 24 h membranes were exposed for 30 seconds to 4',6-diamidino-2-phenylindole (DAPI, Invitrogen). Cells on the lower surface of the membrane were counted using fluorescence microscopy as described previously [61]. Experiments were carried out in triplicate, and were repeated three times.

### Microarray analysis

RNA was isolated from ONS-76 cells transfected with siRNA directed against KDM1A or treated with vehicle from three independent transfection experiments each (3 chips vs 3 chips). Reverse transcription, labeling of total RNA, and subsequent hybridization to Affymetrix U133v2 chips were performed according to the manufacturer’s protocols and as previously described [62]. Only genes with a three-fold change in gene expression after statistical analysis were considered for further analysis. Gene ontology analysis was performed according to [63]. Microarray data have been deposited in the GEO database, accession no. GSE43552.

### Murine tumor material

Ptch^+/−^[64] or SmoA1 mice [65] were sacrificed after tumors developed in the posterior fossa and neurological symptoms appeared. Tumors were extracted and tumor material was mechanically dissociated. Total RNA was isolated from tumor cells using the RNeasyMini kit (Qiagen) for real-time RT-PCR. For western blotting, dissociated tumor material was extracted in RIPA buffer (Sigma-Aldrich) to lyse cells and solubilize proteins. All experiments were performed in accordance with the principles of laboratory animal care (NIH publication NO. 86–23, revised 1985) and German laws for animal protection.

### Statistics

Data normalization of microarray experiments were performed using the robust multi-array average (RMA) algorithm included in the Partek Genomics Suite software (Partek, MO, USA). An ANOVA 1-way was performed to test for differentially expressed genes between KDM1 knockdown and mock-transfected cells. Microarray expression profiles previously obtained by Kool and colleagues from 62 primary medulloblastomas were reanalyzed to assess KDM1A expression levels in tumor and control tissues [22]. Unfortunately, the corresponding survival data for the patients from which these tumors were removed were unavailable. Thus, the prognostic value of *KDM1A* expression in the tumor could not be assessed for medulloblastoma patients. Data analyses were performed using the R2 platform (http://r2.amc.nl). Written informed consent was obtained from the patients within the respective clinical study for publication of reported data. SPSS 18.0 (IBM, Ehningen, Germany) was used to conduct student’s two-sided t-tests to compare all interval variables and chi-square tests to compare all categorical variables. All error bars relate to the mean +/− SD, if not otherwise indicated. Graph Pad Prism 5.0 (San Diego, CA, USA) was used to calculate IC50 concentrations.

## Availability of supporting data

The microarray data supporting the results of this article are available in the GEO database, accession no. GSE43552 in http://www.ncbi.nlm.nih.gov/geo/.

## Abbreviations

BMP2: Bone morphogenetic protein 2; BrdU: 5-Brom-2-desoxyuridine; DAPI: 4’,6-diamidino-2-phenylindole; DNA: Deoxyribonucleic acid; G3/G4: Group 3/group 4 medulloblastomas; GNCP: Granule neuron precursor cell; H3K4/K9/K27: Lysine 4/9/27 in histone 3; HDAC: Histone deacetylase; KDM1A: Lysine (K)-specific histone demethylase 1A (originally referred to as LSD-1); LSD1: Lysine (K)-specific histone demethylase 1A (now referred to as KDM1A); MAOI: Monoaminoxidase inhibitor; MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; PRC2: Polycomb repressive complex 2; RMA: Robust multi-array average algorithm; RNA: Ribonucleic acid; TMA: Tissue microarray.

## Competing interests

The authors declare that they have no conflict of interest.

## Authors’ contribution

KWP, AS, JHS and AE conceived the research and planned experiments. KWP and CW conducted the majority of experiments. TT, AK, AR and AS conducted experiments. LCH and RB conducted experiments and provided pathology review. TS and NM provided NCL-1. MG provided tumor samples. All authors contributed and approved to the writing of the manuscript.

## Supplementary Material

Additional file 1: Table S1 Genes significantly induced or repressed in the ONS-76 cell line by at least 3-fold 72 h after KDM1A knockdown from expression analysis conducted on Affymetrix Microarray GeneChip Human Genome U133 Plus 2.0. **Table S2.** Normalized expression of genes involved in sonic hedgehog signaling and of *TP53* and *p21/CDKN1A* 72 h following KDM1A knockdown in ONS-76 cells. **Table S3.** GO analysis on all significantly regulated genes 72 h following KDM1A knockdown in ONS-76 cells. **Figure S1.** BMP2 expression in primary medulloblastomas. **Figure S2.***KDM1A* expression in subgroups of primary medulloblastomas. **Figure S3.** Validation of *BMP2* expression 72 h following knockdown of KDM1A. Click here for file

# Supplementary material for: The KDM1A histone demethylase is a promising new target for the epigenetic therapy of medulloblastoma
**Source:** Acta Neuropathol Commun. 2013 May 29;1:19. doi: 10.1186/2051-5960-1-19
**Supplement:** Additional file 1: Table S1 — Genes significantly induced or repressed in the ONS-76 cell line by at least 3-fold 72 h after KDM1A knockdown from expression analysis conducted on Affymetrix Microarray GeneChip Human Genome U133 Plus 2.0. Table S2. Normalized expression of genes involved in sonic hedgehog signaling and of TP53 and p21/CDKN1A 72 h following KDM1A knockdown in ONS-76 cells. Table S3. GO analysis on all significantly regulated genes 72 h following KDM1A knockdown in ONS-76 cells. Figure S1. BMP2 expression in primary medulloblastomas. Figure S2.KDM1A expression in subgroups of primary medulloblastomas. Figure S3. Validation of BMP2 expression 72 h following knockdown of KDM1A.

Supplementary material

**Table S1** Genes significantly induced or repressed in the ONS-76 cell line by at least 3-fold 72h after KDM1A knockdown from expression analysis conducted on Affymetrix Microarray GeneChip Human Genome U133 Plus 2.0.

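Each row gives a probe set, the p of a one-way ANOVA and the fold change, the ratio of the geometric means of the groups, with a minus sign for genes that were lower. The 35 fold changes and 35 p-values, recomputed from the deposited log2 values, all lay within 1% of those listed. All 35 probe sets also passed limma's test over 3-fold. Besides the cytokines, they include JUN, a component of the AP-1 transcription factor, 3.35-fold higher on the listed probe set and also higher on its other 3, and DUSP5, a phosphatase that acts on ERK, 3.11-fold higher (limma adjusted p = 5e-05 and 4.7e-05). IFI44L, an interferon-stimulated gene, rose 4.62-fold, and the collagen gene COL3A1 rose 4.36-fold (limma adjusted p = 1.4e-05 and 0.0001). PXYLP1, listed there as ACPL2, fell by 1.59 on the log2 scale (limma adjusted p = 6.6e-05).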

| Affx-ID | Gene Symbol | RefSeq Transcript ID | p-value | Fold-Change |
| --- | --- | --- | --- | --- |
| 205289_at | BMP2 | NM_001200 | 6.44E-08 | 3.96564 |
| 205290_s_at | BMP2 | NM_001200 | 5.44E-05 | 3.98603 |
| 212348_s_at | KDM1 | NM_001009999 /// NM_015013 | 1.14E-07 | -9.3281 |
| 206172_at | IL13RA2 | NM_000640 | 1.29E-06 | 7.14647 |
| 205681_at | BCL2A1 | NM_001114735 /// NM_004049 | 4.90E-06 | 6.54948 |
| 211071_s_at | MLLT11 | NM_006818 | 7.33E-06 | 3.29528 |
| 205542_at | STEAP1 | NM_012449 | 8.10E-06 | 3.62044 |
| 204439_at | IFI44L | NM_006820 | 1.10E-05 | 4.6171 |
| 205767_at | EREG | NM_001432 | 1.95E-05 | 6.65775 |
| 209457_at | DUSP5 | NM_004419 | 2.96E-05 | 3.1072 |
| 202859_x_at | IL8 | NM_000584 | 3.83E-05 | 3.50814 |
| 206157_at | PTX3 | NM_002852 | 3.93E-05 | 4.0304 |
| 219714_s_at | CACNA2D3 | NM_018398 | 4.25E-05 | 4.84138 |
| 239196_at | ANKRD22 | NM_144590 | 4.91E-05 | 4.10106 |
| 202499_s_at | SLC2A3 | NM_006931 | 4.96E-05 | 3.62232 |
| 210845_s_at | PLAUR | NM_001005376 /// NM_001005377 /// NM_002659 | 5.05E-05 | 3.26833 |
| 1561691_at | LOC285735 | NR_026969 | 5.49E-05 | 5.34752 |
| 201466_s_at | JUN | NM_002228 | 5.69E-05 | 3.35434 |
| 226925_at | ACPL2 | NM_001037172 /// NM_152282 | 5.92E-05 | -3.00327 |
| 213240_s_at | KRT4 | NM_002272 | 6.25E-05 | -3.1659 |
| 209774_x_at | CXCL2 | NM_002089 | 6.97E-05 | 6.17845 |
| 205476_at | CCL20 | NM_001130046 /// NM_004591 | 8.30E-05 | 5.13521 |
| 220230_s_at | CYB5R2 | NM_016229 | 8.31E-05 | 3.55818 |
| 218541_s_at | C8orf4 | NM_020130 | 8.94E-05 | 6.51446 |
| 210118_s_at | IL1A | NM_000575 | 0.000118657 | 8.34086 |
| 206924_at | IL11 | NM_000641 | 0.00014251 | 3.51716 |
| 235004_at | RBM24 | NM_001143941 /// NM_001143942 /// NM_153020 | 0.000144905 | 3.33341 |
| 209875_s_at | SPP1 | NM_000582 /// NM_001040058 /// NM_001040060 | 0.000153768 | 6.99138 |
| 223204_at | C4orf18 | NM_001031700 /// NM_001128424 /// NM_016613 | 0.000188553 | 7.14236 |
| 205997_at | ADAM28 | NM_014265 /// NM_021777 | 0.000196822 | 3.37237 |
| 207850_at | CXCL3 | NM_002090 | 0.000224405 | 4.60586 |
| 215076_s_at | COL3A1 | NM_000090 | 0.000279728 | 4.3643 |
| 202644_s_at | TNFAIP3 | NM_006290 | 0.000421858 | 3.07205 |
| 219990_at | E2F8 | NM_024680 | 0.000514604 | -3.11555 |
| 204823_at | NAV3 | NM_014903 | 0.000549609 | 3.14082 |

Normalization was performed using RMA algorithm included in the Partek Genomics Suite software. ANOVA 1-way identified differentially expressed genes between KDM1 knockdown and mock-transfected cells.

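The transcription factor genes MYCN and ATOH1 stayed near their control levels, with log2 fold changes of 0.035 and -0.020 (limma adjusted p = 0.87 and 0.95). The control levels of these probe sets, 5.07 and 4.96, lay below the median of every array (5.09 to 5.16). The paper places the effect of BMP2 signaling on ATOH1 after transcription, where RNA values cannot show it. The cyclin gene CCND1 had a log2 value of 10.31 ± 0.07 in control and 10.50 ± 0.13 in siKDM1A cells (SD, n = 3 each, limma adjusted p = 0.34). ID2, which the paper names together with ID1, had log2 fold changes of -0.073 and -0.18 on its 2 probe sets (limma adjusted p = 0.84 and 0.43). The cell cycle inhibitor gene CDKN1B had a log2 fold change of -0.26 (limma adjusted p = 0.26). Such p-values leave room for small changes. Of 50 simulated probe sets changed 1.5-fold the test recovered 17, and of 50 changed 2-fold it recovered 43. The simulation changed fewer probe sets than the 1193 higher and 2037 lower ones called here, which makes the adjustment stricter. These counts can therefore understate what the test would find in the real comparison. The standard errors of the probe sets named above ran from 0.08 (MYCN) to 0.14 (ID2). The 102 log2 values of the paper's Table S2 lay within 1% of the deposited ones.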

**Table S2** Normalized expression of genes involved in sonic hedgehog signaling and of *TP53* and *p21/CDKN1A* 72h following KDM1A knockdown in ONS-76 cells.

| Affx-ID | Entrez Gene | Gene Name | siLSD1 a | siLSD1 b | siLSD1 c | Ctrl a | Ctrl b | Ctrl c |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 209756_s_at | 4613 | MYCN | 5.10929 | 5.07858 | 5.12865 | 5.14183 | 5.015 | 5.05418 |
| 208712_at | 595 | CCND1 | 10.3639 | 10.5124 | 10.6329 | 10.3959 | 10.2698 | 10.2715 |
| 205831_at | 914 | CD2 | 4.48225 | 4.43583 | 4.43583 | 4.45789 | 4.3894 | 4.45092 |
| 206646_at | 2735 | GLI1 | 5.2618 | 5.27989 | 5.09459 | 5.12237 | 4.99333 | 4.88267 |
| 207034_s_at | 2736 | GLI2 | 4.1853 | 3.97562 | 4.04938 | 3.82437 | 3.90865 | 3.97899 |
| 209026_x_at | 203068 | TUBB | 12.4516 | 12.6291 | 12.6941 | 12.683 | 12.7136 | 12.732 |
| 211714_x_at | 203068 | TUBB | 12.8885 | 13.0107 | 13.0596 | 13.1195 | 13.0977 | 13.0978 |
| 230045_at | 6900 | CNTN2 | 4.15397 | 4.28485 | 4.04595 | 4.21684 | 4.26189 | 3.85483 |
| 33767_at | 4744 | NEFH | 2.16961 | 2.19921 | 2.42814 | 2.31971 | 2.28319 | 2.32234 |
| 209112_at | 1027 | CDKN1B | 9.73295 | 9.72568 | 9.36275 | 9.84014 | 9.88555 | 9.87044 |
| 208937_s_at | 3397 | ID1 | 12.6438 | 12.8136 | 12.7938 | 12.184 | 12.332 | 12.2909 |
| 201565_s_at | 3398 | ID2 | 7.91503 | 8.16858 | 7.62946 | 7.83202 | 8.09503 | 8.00428 |
| 201566_x_at | 3398 | ID2 | 5.90331 | 6.18334 | 5.83288 | 6.05686 | 6.18073 | 6.23332 |
| 221336_at | 474 | ATOH1 | 4.77404 | 5.15048 | 4.9062 | 5.00397 | 4.85213 | 5.03351 |
| 236263_at | 6469 | SHH | 5.55001 | 5.61115 | 5.63347 | 5.21031 | 5.24562 | 4.96163 |
| 201746_at | 7157 | TP53 | 6.31028 | 6.11931 | 6.53266 | 6.77587 | 6.72132 | 6.70628 |
| 202284_s_at | 1026 | CDKN1A | 10.8937 | 10.739 | 11.0195 | 10.4115 | 10.3393 | 10.3305 |

siLSD1 a-c = chips upon siRNA directed against KDM1A. Ctrl a-c = chips upon mock transfection. Gene expression was normalized using RMA algorithm included in the Partek Genomics Suite software.

**Table S3** GO analysis on all significantly regulated genes 72h following KDM1A knockdown in ONS-76 cells.

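A gene ontology analysis asks whether genes that share an annotation are more frequent among the changed genes than among all genes; its p says nothing of direction. Several listed terms concern cell death. Of 19 measured pro-apoptotic genes, 1 rose, 2 fell and 16 did not pass the test (3 and 3 when adjusted over the list alone, camera adjusted p = 0.55). BIK, a BH3-only gene, rose 1.74-fold (limma adjusted p = 0.0035), and APAF1, a component of the apoptosome, fell by 0.69 on the log2 scale on 1 of its 3 probe sets (limma adjusted p = 0.0065). Of 9 measured anti-apoptotic genes, 3 rose, 1 fell and 5 did not pass (4 and 2 when adjusted over the list alone, camera adjusted p = 0.16, adjusted p = 0.38 with an estimated correlation). BCL2A1, which is also in the NF-kB list and in Table S1, had the largest log2 fold change of the 9, 2.71. Among the others BIRC2 rose 1.59-fold and BIRC5, which encodes survivin, fell by 0.46 on the log2 scale (limma adjusted p = 0.011 and 0.024). The call of BIRC5 was lost without siKDM1A replicate a or b or any control array (limma adjusted p from 0.050 to 0.10). The anti-apoptotic list passed fry's test (adjusted p = 0.0013, upward), and camera's with the mean of all probe sets of a gene (adjusted p = 0.046) or without _x_at probe sets (adjusted p = 0.0498), both at the preset correlation. BIK, APAF1, BIRC2 and BIRC5 did not pass the study's one-way ANOVA after adjustment (ANOVA adjusted p = 0.087, 0.10, 0.13 and 0.12).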

| GO term | Description | p-value | FDR q-value |
| --- | --- | --- | --- |
| GO:0060395 | SMAD protein signal transduction | 2.26E-5 | 1.03E-1 |
| GO:0032350 | regulation of hormone metabolic process | 2.34E-5 | 5.33E-2 |
| GO:0046885 | regulation of hormone biosynthetic process | 2.34E-5 | 3.55E-2 |
| GO:0048661 | positive regulation of smooth muscle cell proliferation | 2.75E-5 | 3.13E-2 |
| GO:0043392 | negative regulation of DNA binding | 6.43E-5 | 5.85E-2 |
| GO:0040017 | positive regulation of locomotion | 6.62E-5 | 5.02E-2 |
| GO:0030335 | positive regulation of cell migration | 8.65E-5 | 5.62E-2 |
| GO:2000147 | positive regulation of cell motility | 8.65E-5 | 4.92E-2 |
| GO:0051272 | positive regulation of cellular component movement | 8.65E-5 | 4.37E-2 |
| GO:0001938 | positive regulation of endothelial cell proliferation | 1.4E-4 | 6.37E-2 |
| GO:0048660 | regulation of smooth muscle cell proliferation | 2.14E-4 | 8.85E-2 |
| GO:0051100 | negative regulation of binding | 2.47E-4 | 9.34E-2 |
| GO:0051101 | regulation of DNA binding | 2.47E-4 | 8.62E-2 |
| GO:0001936 | regulation of endothelial cell proliferation | 2.56E-4 | 8.33E-2 |
| GO:0002573 | myeloid leukocyte differentiation | 3.42E-4 | 1.04E-1 |
| GO:0045639 | positive regulation of myeloid cell differentiation | 3.42E-4 | 9.73E-2 |
| GO:0042981 | regulation of apoptotic process | 3.43E-4 | 9.18E-2 |
| GO:0043067 | regulation of programmed cell death | 3.87E-4 | 9.77E-2 |
| GO:0010941 | regulation of cell death | 4.36E-4 | 1.04E-1 |
| GO:0080134 | regulation of response to stress | 5.52E-4 | 1.26E-1 |
| GO:0046890 | regulation of lipid biosynthetic process | 6.72E-4 | 1.46E-1 |
| GO:0051896 | regulation of protein kinase B signaling cascade | 8.95E-4 | 1.85E-1 |
| GO:0008637 | apoptotic mitochondrial changes | 9.38E-4 | 1.85E-1 |

FDR = false discovery rate. P-values are corrected for multiple testing according to Benjamini and Hochberg. GO analysis was performed according to [8].

**Figure S1** BMP2 expression in primary medulloblastomas

**a**

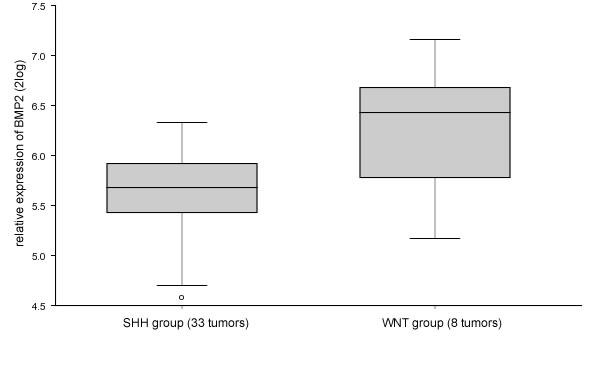

**b**

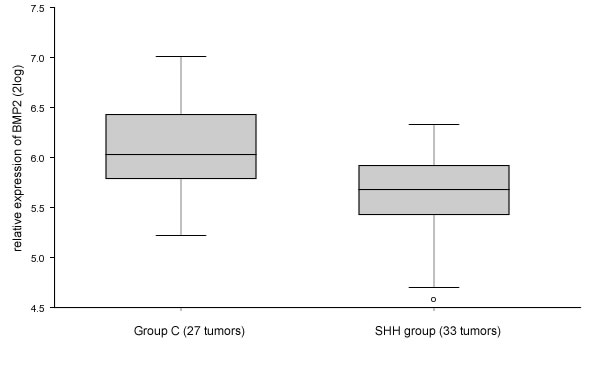

**a-b** Reanalyses of gene expression data from primary medulloblastomas for expression of BMP2 using the R2 platform (data from Northcott *et al.* [1]). *BMP2* is expressed at low levels in SHH group tumors but is significantly higher expressed in (a) Wnt-driven (p= 0.001) or (b) group C (=G3. p=0.0004) medulloblastomas. In group D (=G4) medulloblastomas BMP2 expression is also very low and thus not significantly different from expression in SHH group tumors.

**Figure S2** *KDM1A* expression in subgroups of primary medulloblastomas

Reanalysis of microarray data from Kool *et al.* for *KDM1A* expression in medulloblastoma subgroups using the R2 platform [30]. There cannot be detected significant differences in *KDM1A* expression levels between the four subgroups.

**Figure S3** Validation of *BMP2* expression 72h following knockdown of KDM1A

Upregulation of *BMP2* expression in response to KDM1A knockdown was also confirmed for DAOY and UW-228 cell lines using real-time RT-PCR (cf. Fig. 3 for *BMP2* expression in ONS-76 cell line).

How the deposited data were processed for this re-analysis (not part of the article)

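Gene expression was measured in ONS-76 cells on 6 arrays, 3 siKDM1A and 3 control. The authors normalized the scans with RMA in the Partek Genomics Suite, whose version is not given in the sources used here, and deposited log2 values for 54675 probe sets. RMA sets the probe intensities of the arrays to a common distribution before they are summarized, so a shift common to most genes would be largely removed. The scanner files were not used here, so background correction and probe summary could not be varied, and no detection call was made.

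The log2 values were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no trend), siKDM1A against control, two-sided, with Benjamini-Hochberg adjustment over 54613 probe sets and a threshold of 0.05. Genes were named from the platform annotation; 41043 probe sets had an Entrez ID that the RefSeq table of GRCh38.p14 also holds, and 0 symbols needed updating. A gene was represented by its probe set with the highest mean over the arrays, or by the one the study names. Before the data were examined, 20 gene lists with 413 different genes were set from textbook knowledge, with the paper's Tables S1 and S2 already seen and several lists holding genes of Table S1, of which 28 genes had no probe set that names them alone here. Lists were tested with limma's camera at an inter-gene correlation of 0.01. The rule for naming genes covered the 12 with the largest increase and the 12 with the largest decrease whose arrays did not overlap between the groups, genes the paper or its Tables S1 and S2 name (values seen beforehand), KDM5A, and up to 4 called members of each list. Of the table genes and list members the text names only a part, picked with their values in view; further list members and genes of the closing section were chosen after their values were seen. Median values, probe control differences and correlations between arrays were checked, and no pair of arrays held the same values.

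The same steps were tested on simulated data for this comparison. Of 50 probe sets changed 1.5-fold 17 were recovered, of 50 changed 2-fold 43, of 50 changed 3-fold 48 and of 50 changed 4-fold 49. There were 5 calls among unchanged probe sets. The simulation changed fewer probe sets than were called in the real comparison, so its adjustment was stricter and it can understate recovery. The alternatives were median centring, cyclic loess, a filter on dim probe sets, an intensity trend with a robust prior, the replicate letters as a block, leaving out each array, the study's one-way ANOVA, other fold thresholds and probe set rules, and other list tests. A search for matches to the siRNA seed in 3' untranslated regions was planned and not run, because no transcript sequences were used here.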

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

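The tests with the covariates below were chosen after the results were seen. The paper does not name 20 genes that changed over 3-fold, 17 higher and 3 lower, each with all siKDM1A arrays outside the range of the control arrays, which chance gives for 10% of genes; only 2 of the 20 passed the study's one-way ANOVA after adjustment, and all 20 were singled out after their values were seen. Immune and inflammatory genes among them were CD274, which encodes PD-L1 (log2 fold change 2.05), IL1B (1.98), CXCL5 (1.94) and PTGS2 (1.62). Secreted or matrix-related genes were INHBA (1.96), SERPIND1 (1.86), CCN2 (1.65), TFPI2 (1.63) and HYAL4 (1.71). The others that rose were GLIPR1 (1.90), LINC00973 (1.90), CDH6 (1.85), BBOX1 (1.80), ADGRF4 (1.75), OLR1 (1.69), ANXA10 (1.60) and AKR1C3 (1.59). The receptor genes CXCR4 and LIFR and the interferon-induced IFITM1 had log2 fold changes of -1.89, -1.62 and -1.61. These values are from the most changed probe set of each gene, whether or not it is the brightest, and some genes were over 3-fold on that probe set alone. On their brightest probe set, IL1B had a log2 fold change of 1.76, CXCL5 1.46, TFPI2 1.44, GLIPR1 1.31, PTGS2 1.10, CDH6 0.73, CXCR4 -0.50 and LIFR -1.36, while ADGRF4, at 0.55, did not pass limma's test (adjusted p = 0.053). Of the 5 probe sets of LIFR 3 did not pass, and of the 3 of CXCR4 1 did not. The control levels of OLR1 and ADGRF4 (3.55 and 3.14) lay below the lower quartile of every array.

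The rise of cytokine and NF-kB target genes was set against RNA quality and an interferon response. The 3' minus 5' difference of the ACTB control probe sets differed between the groups by -0.16 (standard error 0.27) and that of GAPDH by -0.026 (standard error 0.064), so GAPDH lay within the bound set beforehand by more than its error and ACTB did not. With the ACTB difference as a covariate the list had a median log2 fold change of 0.82 (limma's camera adjusted p = 4.5e-17), which argues against 3' bias as the whole cause. Interferon-stimulated genes had a median log2 fold change of 0.063 (95% interval 0.010 to 0.15). This interval reflects the spread between the genes, taken as independent, and not the uncertainty between the arrays. Of 25, 3 rose, IFI44L, IFI44 and RIGI. IRF9 fell, a call lost without control replicate c (limma adjusted p = 0.084) among others. Camera called the list upward (adjusted p = 0.036), but not with an estimated correlation (adjusted p = 0.13). Fry also called it upward (adjusted p = 0.00093). A general interferon response would need a larger shift, while a small or partial one was not excluded. Loss of KDM1A, an off-target effect of the single siRNA and another response to siRNA delivery stay open, since control cells received no siRNA.

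More probe sets were lower than higher, 63.1% of the calls. The share was 70.0% after median centring, past the value set beforehand against scaling, and 54.8% after cyclic loess, between the values set for and against it. Both had to pass to exclude scaling, so scaling cannot be told apart from a true excess. The hybridization spike-ins differed between the groups by 0.045 at the median (standard error 0.30), and with their level as a covariate the share was 63.8%. The poly-A labelling controls differed by -0.12 with a standard error of 1.07, so a difference in labelling stays open. No biological explanation was tested.

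The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 3230 probe sets and the highest of the other splits 0; over 3-fold these were 64 and 0, and in each case 1 split, the real one, reached the real count. For gene lists the real split called 8 and the highest other 7, and again 1 split reached the real count. Each other split mixes siKDM1A and control arrays unevenly on both sides. Part of the knockdown difference therefore stays between its groups and part enters the spread within them. The counts of the other splits, for probe sets and for lists, are thus not what chance alone gives. How far a call by camera at the preset correlation can be trusted by itself stays open.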

How the results depend on the processing

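The fits with the ACTB 3' difference or the spike-in level as a covariate and the ANOVA calls of list members were added after the data were seen; the cause of a change was not tested. By the study's one-way ANOVA after adjustment, 275 probe sets were higher and 401 lower, and 4 genes lower over 3-fold; 10 NF-kB and cytokine genes, 9 migration genes and 3 immediate-early, AP-1 and MAPK feedback genes rose and 15 cell cycle genes fell. At an unadjusted ANOVA p under 0.05 it called 3800 higher and 5227 lower probe sets. With a fold threshold of 2, 151 genes were higher and 63 lower. Leaving out 1 array gave 609 to 1103 higher and 694 to 1563 lower probe sets, 4 to 9 genes lower over 3-fold, and 6 to 11 risen genes of the immediate-early, AP-1 and MAPK feedback list; the lowest counts of probe sets came without control replicate c. Whether the replicate letters pair the arrays was not settled. The deviations of same-letter arrays correlated at 0.11, 0.23 and -0.13, and those of different letters at -0.32 to 0.18. With the letters as a replicate block 1080 probe sets were higher and 1639 lower, and 47 and 7 genes over 3-fold. BMP2 ranked 3 and 16 by p on its first and other probe set, 7 and 19 with the block, 7 and 16 with an intensity trend, 1 and 16 by ANOVA, and 4 to 6 and 7 to 25 with 1 array left out. The p53 target list (adjusted p = 0.031, downward) and the anti-apoptotic list (adjusted p = 0.0013, upward) passed fry's test and not camera's. PECAM1 turned from a log2 fold change of 0.35 to -0.036 when all its probe sets were averaged. Of 1577 values of 106 named probe sets under the alternatives, 1436 kept their side of the threshold without a called change of direction. Where a probe set passed in neither fit, its direction could differ and it still counted among the 1436. The call was lost in 132 values and gained in 8, and 37 probe sets lost it at least once. The siRNA seed search was not run. No detection calls were made, so no limit for dim probe sets is given.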

Differences from the paper's values

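The paper reports 30 genes induced and 4 repressed over 3-fold and states no p threshold for them; 47 and 7 were found here with limma at an adjusted p under 0.05. By the study's one-way ANOVA with Benjamini-Hochberg adjustment, an alternative set before the data were examined, 32 genes were higher and 4 lower. Other alternatives set beforehand that came within 1.5 times of both counts were leaving out dim probe sets (42 and 5), the brightest probe set per gene (39 and 5) and leaving out siKDM1A replicate b (41 and 5). Median centring (45) and leaving out control replicate a (45) did so for the induced genes only, and cyclic loess (5), leaving out siKDM1A replicate c (6) or control replicate c (4) for the repressed genes only. The intensity trend, the replicate block, the unadjusted ANOVA, a 2-fold threshold and leaving out siKDM1A replicate a or control replicate b did so for neither. The 3' covariate, chosen after seeing the values, gave 43 and 5 and called 33 of the 35 probe sets of Table S1; the spike-in covariate, chosen likewise, gave 48 and 7.

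For the first BMP2 probe set the paper's text gives p = 6.4e-06, and 6.4e-08 was computed here with the same test; the paper's Table S1 lists a value within 1% of the latter. Of the alternatives set beforehand, those without siKDM1A replicate c, control replicate b or control replicate c came within 1.5 times of the text's value (5.0e-06, 4.7e-06 and 4.7e-06). Median centring, cyclic loess, leaving out dim probe sets and leaving out siKDM1A replicate a or b or control replicate a did not.

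The paper places BMP2 first in significance among the induced genes. It ranked 3 by limma's test and 1 by the one-way ANOVA. The paper reports no significant change of CDKN1A; it was 1.44-fold higher here (limma adjusted p = 0.014), and did not pass by the ANOVA after adjustment (adjusted p = 0.097) or without control replicate b or c (limma adjusted p = 0.058 and 0.072). It reports none in the sonic hedgehog pathway either: 16 of 19 measured genes did not pass here. Of the genes that Table S2 lists for sonic hedgehog signaling, SHH and ID1 passed limma's test (log2 fold changes 0.46 and 0.48). The call of SHH was lost whichever array was left out and that of ID1 without control replicate a or c, and neither passed by the ANOVA after adjustment (adjusted p = 0.13 and 0.083). PTCH1 and GLI3, which are not in Table S2, had log2 fold changes of -1.18 and -0.54; by the ANOVA PTCH1 passed (adjusted p = 0.036) and GLI3 did not (adjusted p = 0.095). The paper's text describes genes of migration and motility as reduced, from gene ontology terms over all significantly regulated genes. That gene set was not tested here; of another, the 42 migration-promoting genes listed beforehand, 14 rose and 1 fell. The terms in Table S3 name positive regulation of migration and carry no direction.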

Other observations

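The calls of list members by the study's one-way ANOVA were chosen after the data were seen. Many genes of the cell cycle fell. Of 36 measured E2F targets and mitotic genes, 27 fell, none rose and 9 did not pass limma's test (34 fell when adjusted over the list alone), with a median log2 fold change of -0.56 and a camera adjusted p of 3.7e-25 (adjusted p = 0.013 with an estimated correlation). The proliferation marker MKI67 had a log2 fold change of -0.98, the kinetochore gene CENPF -0.94, and the kinesin KIF20A -0.93 (limma adjusted p = 0.0012, 0.0014 and 0.00038). Table S1, seen before the lists were set, holds 1 of the 36 genes, E2F8. By the ANOVA after adjustment 15 of the 36 fell, KIF20A among them, while MKI67 and CENPF did not pass (ANOVA adjusted p = 0.061 and 0.062). Of 24 immediate-early, AP-1 and MAPK feedback genes, 10 rose and none fell (14 when adjusted over the list alone, median 0.36, camera adjusted p = 5.3e-08, adjusted p = 0.045 with an estimated correlation), among them EGR3 (2.22-fold) and EGR1 (2.17-fold); without control replicate c 6 rose, and by the ANOVA after adjustment 3, without EGR3 and EGR1 (ANOVA adjusted p = 0.0998 and 0.059). On the MAPK feedback side of the list, DUSP5 rose 3.11-fold (limma adjusted p = 4.7e-05). SPRY2, SPRY4, SPRED1, SPRED2, DUSP4, DUSP6, ETV4 and ETV5, on the same side, did not pass limma's test over all probe sets. Of these, SPRY2 and SPRY4 rose when adjusted over the list alone (limma p adjusted over the list = 0.034 and 0.037). Table S1 holds 2 of the 24; of the 22 others, 8 rose. The control level of EGR3 lay below the lower quartile of every array. Of 16 genes of the unfolded protein and integrated stress response, 7 rose and none fell (8 and 1 when adjusted over the list alone, median 0.30, camera adjusted p = 0.00023, adjusted p = 0.066 with an estimated correlation), led by the chaperone DNAJB9 (2.05-fold).

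Among 21 BMP ligands, receptors, SMADs and antagonists, 4 rose and 2 fell (6 and 4 when adjusted over the list alone, camera adjusted p = 0.44). SMURF2, a ubiquitin ligase of SMAD proteins, rose 1.54-fold, and the receptor gene ACVR2B had a log2 fold change of -0.72 (limma adjusted p = 0.0037 and 0.003). SMAD5 had log2 fold changes of -0.82 and -0.99 on the 2 of its 5 probe sets that passed. Of 20 mesenchymal genes 3 rose and 1, TWIST1, fell (5 and 1 when adjusted over the list alone, camera adjusted p = 0.012, adjusted p = 0.11 with an estimated correlation); of 20 epithelial genes 2 rose and 2 fell (3 and 3 when adjusted over the list alone, camera adjusted p = 0.69). Of 26 neuronal genes repressed by CoREST, a partner of KDM1A, SYT1, MAP2 and BDNF rose and STMN3 and CHGB fell (also 3 and 2 when adjusted over the list alone, camera adjusted p = 0.47). Of 24 genes of KDM1A complexes and demethylases, KDM1A and HMG20B fell (also 2 when adjusted over the list alone, camera adjusted p = 0.016, adjusted p = 0.11 with an estimated correlation). This list includes the siRNA target KDM1A (log2 fold change -3.22), and no value without it is given here. Its camera p therefore cannot tell whether the other members fell as a group.

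The list of 25 interferon-stimulated genes, 3 higher and 1 lower also when adjusted over the list alone, had a camera adjusted p of 0.036 (adjusted p = 0.13 with an estimated correlation). The calls of TWIST1, BDNF, HMG20B, SOX2 and PECAM1 were each lost without control replicate c (limma adjusted p = 0.11, 0.092, 0.085, 0.19 and 0.13), and without other arrays too. Limma called none of 12 cholesterol synthesis genes and none of 8 reference genes (camera adjusted p = 0.71 and 0.79), 1 of 10 markers of glia and neural stem cells, SOX2, which fell, and 1 of 9 markers of blood, endothelium and fibroblasts, PECAM1, which rose (camera adjusted p = 0.73 and 0.47). When adjusted over the list alone 1 reference gene was lower, and the counts for cholesterol synthesis and both marker lists were as over all probe sets. DNAJB9, ACVR2B, TWIST1, BDNF, CHGB, HMG20B and SOX2 did not pass the ANOVA after adjustment (ANOVA adjusted p = 0.088, 0.062, 0.18, 0.20, 0.18, 0.11 and 0.19).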
